A study of Lachancea kluyveri NRRL Y-12651 with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

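mRNA levels were measured in Lachancea kluyveri, a budding yeast that the labels also name under Saccharomyces, from cultures in rich medium harvested in mid-log phase. Per the labels, cells were grown at 30 °C in 450 mL with shaking at 220 RPM, and 50 mL of culture were collected for RNA. Each of the 4 samples was a competitive hybridization of Cy3-labelled cDNA from total RNA against Cy5-labelled genomic DNA of the same strain, sheared to fragments of 500 to 1000 bp. The labels number the RNA samples 1 to 4 and place them in 1 group. No other condition was measured, so no comparison between groups of samples was made. The Cy5 sample was a common reference and was not counted as a sample. All RNA was in Cy3 and no dyes were swapped, so a dye effect that differs between probes is part of every ratio.

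Each deposited scanner file holds 1 array, made by the authors with an Agilent scanner and Feature Extraction software, and per the file headers its columns are the linear intensity of each spot in each channel, the local background intensity, and flags for outlier and dim spots. The software version in the file headers differs from the version named in the study's methods. The 4 arrays lay on 1 slide and were scanned at 1 time, so slide and scan could not be tested as batches. Each array held 10638 gene probes of 55 bases, 2 for each of 5319 genes, and 77 negative control spots. The files name genes by systematic identifiers only, and do not pair them with gene names, functions or coordinates. No genome or annotation was used here. By the usual form of such identifiers the letter after the species prefix names a chromosome and the number rises along it, but the files do not state this, so groups of genes are called by their letter.

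For the main values the median signal of a spot minus its local background median was taken in each channel, following the study's methods. The log2 of Cy3 over Cy5 was computed per spot, spots flagged as non-uniform or as population outliers were removed, and the median over the probes of a gene was kept. With 2 probes per gene this median equals the mean. Gene values were quantile normalized over the 4 arrays and centred on the median gene of each array, so a level of 0 is the median gene by construction. The genomic DNA channel holds each single-copy gene at an equal amount and was used to allow levels of different genes to be set side by side. For that reason no loess normalization within arrays was applied in the main values, since it removes differences between genes that go with brightness. Intercept models were fitted with limma (lmFit and eBayes), and a gene was called above or below the median gene at a Benjamini-Hochberg adjusted p under 0.05 and a distance of at least 1 on the log2 scale (2-fold), with values on at least 3 arrays. Quantile normalization changes the spread between arrays at the ends of the distribution. It makes the highest ranks equal over arrays, and it widened the spread of the low genes that are named. For named genes the SD over arrays is therefore given from values that were centred but not quantile normalized, and for the low ones also after it. Genes whose probes were not well above background in Cy3 on any array have only an upper bound and were counted apart.

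The deposited series table gives 1 value per gene and array from the authors, on a log2 scale. Set against the scanner values, it ran in the direction of RNA over genomic DNA and was not centred, with column medians of -2.17, -2.87, -2.60 and -2.19 for replicates 1 to 4. Its quantiles differed from log2 ratios of signals with no background subtracted by at most 0.05, and from the main values by up to 0.46. The deposited values thus lay closer to signals without background subtraction than to the main values, although the study's methods state a subtraction. How, if at all, the authors subtracted background in these values stays unknown. The rows of that table carry numbers that match no probe column, so it was used for counts and spreads but not for single genes.

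Gene levels were compared between the 8 letters of the identifiers with a Kolmogorov-Smirnov test of each letter against all other genes, adjusted over the 8 tests by Benjamini-Hochberg. These tests treat genes as independent, which neighbouring genes are not, so each was repeated against all 5319 rotations of the identifier order. The planned test of functional gene sets was not run, because no gene names were paired with the identifiers. Agreement between the 2 probes of a gene was measured as the median absolute difference over genes, and compared between the ratio and Cy3 alone by an exact two-sided sign-flip permutation test over arrays, whose smallest p is 0.125. Correlations between arrays are across genes, which are not independent replicates, and carry no p-value.

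The genes named in the text come from a rule fixed before the data were examined, along with the design of each test and most alternatives. It takes the 10 highest and 5 lowest of the called genes whose 2 probes differed by less than 1 on the log2 scale and were well above background in both channels on all 4 arrays. Because identifiers carry no names, only the first 2 of each list are printed. The rule also listed genes by name, and these could not be looked up.

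The limma step was tested on simulated data for the 5319 genes on 4 arrays, with 200 genes moved by known amounts. It recovered 99.5% of them in the right direction and called 2 unmoved genes. No simulated gene was placed near the 2-fold limit, and the spreads were shuffled over genes. The test therefore does not measure errors among real genes near that limit or among dim genes. The comparison of letters was tested on 100 draws of shuffled levels in which the 585 genes of letter C were shifted. It called letter C in 1% of draws with no shift, in 64% with a shift of 0.25, and in 100% with a shift of 0.5 or 1. The 7 letters that were not shifted were called 3, 15, 32 and 148 times in all over the 100 draws at shifts of 0, 0.25, 0.5 and 1, so a call of 1 letter can follow from a shift of another. The number of arrays limits the precision of every value over replicates.

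Alternatives covered the background correction (none, normexp with an offset of 50, Agilent's processed signals, negative control spots), the spot statistic, filters on dim and outlier spots, the summary over probes, Cy3 alone, loess within arrays, centring without quantile normalization, limma's treat, probes in place of genes, the array mean as zero, a fit on probe GC, the authors' values, and leaving out each replicate. Tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.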

Results

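To obtain the absolute expression level of each gene, RNA from 4 replicate cultures of Lachancea kluyveri in mid-log phase was hybridized against genomic DNA of the same strain on 2-color arrays. The 4 arrays formed 1 group, and each measured every gene with 2 probes. The median Cy3 (RNA) signal over gene probes was 1219 ± 108 (SD, n = 4) and the median Cy5 (genomic DNA) signal was 6934 ± 1142 (SD, n = 4), against local backgrounds of 24.2 ± 2.1 and 61.4 ± 2.6. All 10638 gene probes were well above background in Cy5 on all 4 arrays, and none was saturated in either channel. In Cy3, 96.8% of probes were well above background on replicate 1, 83.4% on replicate 2, 89.3% on replicate 3 and 96.7% on replicate 4. The Cy3 signal of negative control spots was higher on replicates 2 and 3, with medians of 70, 112.5, 100.5 and 68 on replicates 1 to 4. Outlier flags removed 938 probes on replicate 1, 89 on replicate 2, 87 on replicate 3 and 237 on replicate 4.

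The first question was whether the replicates gave the same levels. Across genes, the log2 ratios of the 6 pairs of arrays correlated at Pearson's r from 0.989 to 0.994 and Spearman's rho from 0.989 to 0.994, before any normalization between arrays. The lowest r was between replicates 1 and 2. These correlations are across genes, which are not independent replicates. Before normalization between arrays no gene had an exactly equal log2 ratio on any pair of arrays, at the full precision of the computed values. After normalization the median absolute difference between 2 arrays ranged from 0.09 to 0.12 on the log2 scale. Of the alternatives tried, within-array loess lowered the smallest r most, to 0.964.

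Levels spanned a wide range within each array. The distance from the 5th to the 95th percentile of genes was 6.36 ± 0.25 (SD, n = 4) on the log2 scale, with 6.58 on replicate 1, 6.06 on replicate 2, 6.25 on replicate 3 and 6.56 on replicate 4. After averaging over arrays, the gene at the 95th percentile stood 10.2-fold above the median gene and the gene at the 99th percentile stood 62.1-fold above it. The distance depended on the normalization more than on the replicates, and fell to 2.88 under within-array loess. The 100 genes with the highest ratios held 37.8% of the summed ratio over all genes, and the highest 531 genes held 65.1%. The distribution was not smooth at its upper end. On each array, 5 to 9 genes fell in the bin that starts at 5 and 24 to 29 genes in the bin that starts at 6, in bins of 0.25 on the log2 scale. In all, 106 genes (1.99%) had a mean level of at least 5.

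**Figure D1:**
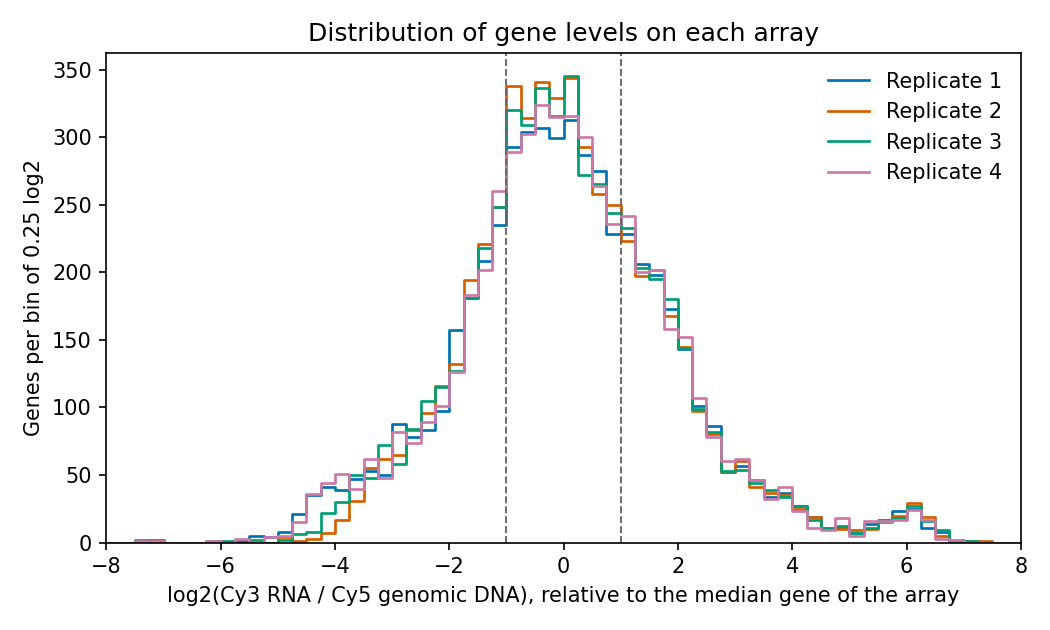
Distribution of gene levels on the 4 arrays before quantile normalization: the horizontal axis gives log2 of Cy3 (RNA) over Cy5 (genomic DNA) relative to the median gene of the array, the vertical axis gives genes per bin of 0.25, each line is 1 replicate, and dashed lines mark 2-fold above and below the median gene. The distance from the 5th to the 95th percentile is 6.06 on replicate 2 and 6.58 on replicate 1, and all 4 lines rise again in the bin that starts at 6.

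The next question was which genes could be placed above or below the median gene given the spread between replicates. Of all genes measured, 1527 (28.7%) were called above the median gene and 1397 (26.3%) below it. A call needed a mean distance of at least 2-fold and a limma adjusted p under 0.05. The other 2395 genes were not called. This p-value tests a difference from the median gene and not a distance of 2-fold. Under limma's treat, which tests against 2-fold, the counts were 1411 above and 1251 below. In the main fit, the distance of at least 2-fold was met on every array by 1424 of the 1527 genes called above. It was met on every array by 1258 of the 1397 genes called below. The spread between arrays was small beside these distances, with a median SD over arrays of 0.10 on the log2 scale. Low genes were less well measured than high ones. Only 425 of the genes called below had both probes well above background in both channels on all arrays. For 94 of them neither probe was well above background in Cy3 on any array, so these have an upper bound and no fold is given. Within-array loess moved the counts most among fits to genes, to 635 above and 683 below.

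The highest gene by the naming rule was SAKL0B08294g, at 7.15 ± 0.13 (SD over arrays before quantile normalization, n = 4) on the log2 scale, or 142-fold above the median gene (SE 0.03, limma adjusted p = 3.6e-10). Quantile normalization makes the highest rank equal over arrays, and without it the SE was 0.06 and the limma adjusted p 7.0e-09. Its level was 0.45 under within-array loess, which is under the 2-fold limit. SAKL0H09394g followed at 6.81 after normalization (SD 0.15 before quantile normalization, n = 4; SE 0.05, limma adjusted p = 3.6e-10), and without quantile normalization its SE was 0.06 and its limma adjusted p 7.6e-09. The 10 highest genes lay between 6.49 and 7.15, and the order of those after the first changed between arrays. First place depended on the processing. SAKL0H09394g stood above SAKL0B08294g with normexp background (6.82 against 6.63), with Agilent's processed signals (2.06 against 1.27) and under within-array loess (1.25 against 0.45). The lowest genes by the same rule were SAKL0C08250g, at -3.94 (SD 0.07 before quantile normalization and 0.31 after it, n = 4; SE 0.11, limma adjusted p = 6.4e-08), and SAKL0E04686g, at -3.76 (SD 0.17 before and 0.36 after, n = 4; SE 0.13, limma adjusted p = 1.5e-07). Both had a bright genomic DNA channel. The Cy5 signal of SAKL0C08250g was 5.96 times that of the median gene and that of SAKL0E04686g was 21.9 times. From Cy3 alone SAKL0E04686g stood 0.74 above the median gene, so the direction of its level came from the genomic DNA channel. All 5 of the lowest genes by the rule had Cy5 signals at least 2.82 times that of the median gene, and their Cy3 signals lay between -1.35 and 0.74 on the log2 scale around that gene. The rule itself favours such genes, because it admits only genes well above background in Cy3, among which a very low ratio needs a bright Cy5. Among the 54 genes in the lowest 1% of all genes, 7 had both probes more than 2-fold above the median Cy5 signal.

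Because the ratio to genomic DNA is meant to remove differences between probes, the 2 probes of each gene were compared. The median absolute difference between them was 0.39 ± 0.03 (SD, n = 4) on the log2 scale for Cy3 alone and 0.34 ± 0.02 (SD, n = 4) for the ratio. The ratio gave the smaller difference on 4 of 4 arrays, with a mean reduction of 0.05 ± 0.01 (SD, n = 4). The exact two-sided sign-flip permutation test gave the smallest p that 4 arrays allow, which is above 0.05, so this design could not pass the threshold. The direction of this difference changed under 2 alternatives, to -0.16 with Agilent's processed signals, which are also dye-normalized, and to -0.0234 with normexp background. Within a gene, each additional percent of GC in the probe raised log2 Cy3 by 0.0575 ± 0.0106 (SD, n = 4) and log2 Cy5 by 0.0569 ± 0.0021 (SD, n = 4). For the ratio the slope was 0.00062 ± 0.0085 (SD, n = 4), which is within the spread between arrays. Averaged over arrays, the ratios of the 2 probes differed by more than 1 for 437 genes (8.22%), among them 76 genes called above and 157 called below.

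**Figure D2:**
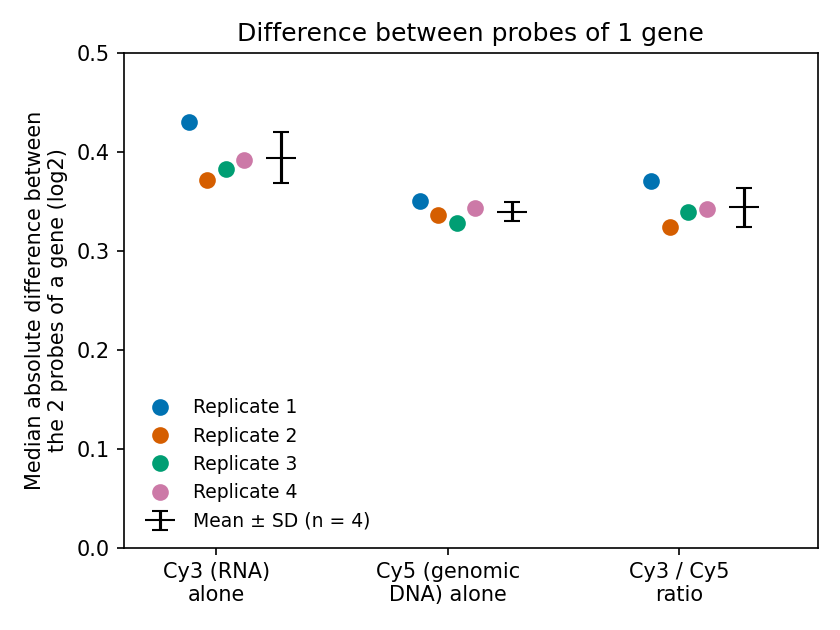
Median absolute difference between the 2 probes of a gene on the log2 scale (vertical axis) for Cy3 alone, Cy5 alone and the ratio, with 1 point per replicate and the mean ± SD of 4 arrays beside them. On each of the 4 arrays the ratio lies below Cy3 alone, with means of 0.34 and 0.39.

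The spread between arrays was also compared between the channels, since the Cy3 channel carries the RNA of 4 cultures and the Cy5 channel 1 kind of genomic DNA. After each array was centred, the median SD over arrays was 0.14 for log2 Cy3 and 0.09 for log2 Cy5, a ratio of 1.55. Cy3 was also the dimmer channel, so this comparison cannot separate the spread of cultures from that of dim signals. With only probes well above background the ratio was 1.43, and the highest among the alternatives was 1.69. With Agilent's processed signals the order was the opposite, at a ratio of 0.835. No test was run, because the 4 arrays give 1 SD per probe.

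Last, levels were compared between the 8 letters of the gene identifiers. Genes of letter G lay 0.14 higher in median log2 level than all other genes (827 against 4492 genes; Kolmogorov-Smirnov D = 0.0693, adjusted p = 0.0194 over 8 letters), and the difference was positive on 4 of 4 arrays, at 0.16 ± 0.02 (SD, n = 4). This test takes genes as independent. Against rotations of the identifier order, which keep neighbouring genes together, the adjusted p for letter G was 0.296 (unadjusted 0.037) and the difference was not called. No other letter was called. Letters B and C had an adjusted p of 0.112 each, with differences of -0.10 and 0.05. With only probes well above background no letter was called by the Kolmogorov-Smirnov test, and 1 of 8 had an unadjusted p under 0.05. With Cy3 alone letter C was called and letter G was not. Genes of letter C had a higher median probe GC content, 43.6% against at most 40.9% for the other letters. Their difference from the other genes depended on the processing, from 0.25 with Cy3 alone to -0.43 under within-array loess.

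**Figure D3:**
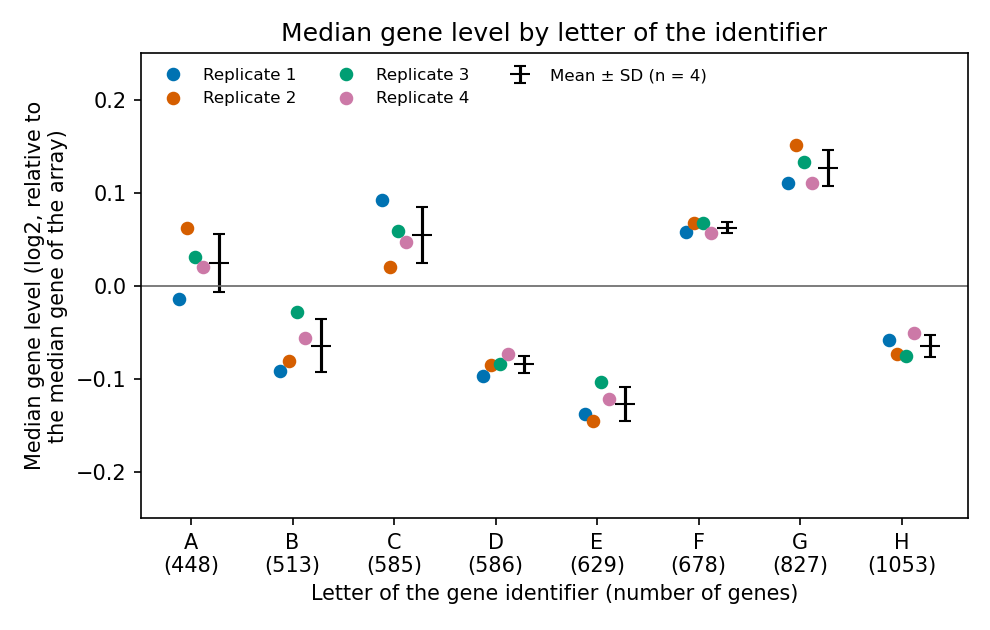
Median gene level on each array (points, 1 per replicate) for the genes of each letter of the identifiers, with the number of genes in parentheses and the mean ± SD of 4 arrays beside the points; the vertical axis is log2 relative to the median gene of the array. Letter G lies highest at 0.13 ± 0.02, and letter E lowest at -0.13 ± 0.02.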

Values the study reported

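The study measured mRNA abundance by arrays in 12 yeast species. For species other than S. cerevisiae it described custom arrays with 2 probes for each target gene. It stated that most biological replicates had a correlation of R = 0.99, and that replicates with R under 0.95 were left out. Across the 12 species, expression level was reported to account for 1.7% to 13.1% of the variation in occupancy of the nucleosome-free region.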

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

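The comparison with the other probe of a gene was planned before its result was seen, and the added shift, the comparison of marked spots with the other arrays and the values without the leftmost columns of the array were chosen after the data were seen. Values per array were searched for a replicate that lay far from the others, by the gap to the nearest replicate relative to the whole range (Dixon's criterion). Chance flags about 1 in 20 groups, and of 34 measures tested 4 stood out where 1.7 would be expected by chance. The measures share spots, so they are not independent. All of them concern spot flags set by the scanner software. None concerned a level of a named gene or a letter.

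Replicate 1 had 936 probes with a non-uniform Cy5 spot, where the next array had 164. As a result 45 genes had no value on replicate 1 and the next array lacked 4. Replicate 4 had 76 probes with a non-uniform Cy3 spot, where the next array had 7. The non-uniform Cy5 spots were crowded into the leftmost columns, which hold 32.7% of the probes, with shares of 91.7%, 94.3% and 89.0% on replicates 1, 2 and 4. Replicate 3 stood apart with 63.4% of its 82 such spots.

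The place of the non-uniform Cy5 spots on the array points to a technical origin, whose cause was not tested. The place of the non-uniform Cy3 spots was not examined. No biological explanation was tested because the samples form 1 group. In the comparisons below a marked spot was one flagged as an outlier in either channel. Whether the marked spots carry shifted ratios was tested against the other probe of the same gene. On replicate 1 the difference between the probes was larger by 0.0098 on the log2 scale where 1 of them was marked (848 genes) than where none was (one-sided permutation p = 0.274). On replicate 4 the excess was 0.06 (permutation p = 0.0289), on replicate 3 it was 0.06 (permutation p = 0.144), and on replicate 2 it was -0.04 (permutation p = 0.845). These 4 values were not adjusted for testing 4 arrays. On replicate 1 this comparison could not have seen a shift of 0.2, since adding one to every marked spot gave an excess of 0.0247, under the 95th percentile of the permuted values (0.0302). The distance of a spot's ratio from the same spot on the other arrays was also compared within the leftmost columns. On replicate 1 its median was 0.02 higher for 860 marked spots than for 2615 unmarked ones (two-sided permutation p = 0.0553), and its median absolute deviation was 0.12 in both sets (one-sided permutation p = 0.703). This comparison within the columns, and not the one with the other probe, argues against a common shift as large as 0.2 on replicate 1. Small shifts stay open, since on replicate 2 the median differed by -0.05 (permutation p = 0.0227) and on replicate 4 by 0.04 (permutation p = 0.0079), again not adjusted for 4 arrays. What was kept or removed changed the counts little. With these spots kept, 1529 genes were above and 1391 below the median gene, and without the leftmost columns 1377 and 1258 were.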

How the results depend on the processing

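Most alternatives were listed before the data were examined. Subtraction of the negative control signal, leaving out the leftmost columns of the array and rotation of the gene order were chosen after seeing the data. Of the alternatives run for each result, 11 of 16 left the lowest correlation between replicates within 1 SD of the main value. For the range of levels 12 of 16 did so, and 18 of 21 left each count of called genes within 1.5 times. These tallies include the mean over probes, which equals the median here by construction. For the correlation they also include leaving out replicate 3 or replicate 4, which keeps the lowest pair, replicates 1 and 2.

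Settings that remove the link between brightness and ratio moved most results. Within-array loess gave a lowest correlation of 0.964, a 5th to 95th percentile range of 2.88, 635 genes above and 683 below the median gene, and 2 called letters. Agilent's processed signals, which per the file headers are dye-normalized by a LOWESS fit, gave 0.973, 3.51, 876 genes above, 923 below and 2 letters. They also reversed the gain of the ratio in agreement between probes, to -0.16, and the ratio of the spreads of Cy3 and Cy5, to 0.835. Both settings turn genes with bright Cy3 toward 0, since a fit on brightness takes RNA level for a dye effect when the reference is genomic DNA. Normexp with an offset of 50 reversed the gain in agreement as well, to -0.0234, and called 2 letters. The cause was not tested.

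With only probes well above background the range was 5.10, because dim genes were left out, and 0 letters were called by the Kolmogorov-Smirnov test (1 of 8 at an unadjusted p under 0.05, the smallest p being 0.0186). Subtraction of the negative control signal widened the range to 7.17 and lowered the smallest correlation to 0.980, for which the cause was not tested. Probes in place of genes gave 3009 above and 2797 below, since more units were tested, and the shares of 28.7% and 26.7% were close to those of genes. With Cy3 alone 1 letter was called, as in the main values, but it was C and not G. A fit on probe GC called 2 letters, G and C (Kolmogorov-Smirnov adjusted p = 0.00186 for both). Letter C, which has the highest median probe GC, moved from 0.05 to -0.13. Within a gene the GC slope of the ratio was 0.00062 ± 0.0085 (SD, n = 4). No probe effect of GC was therefore seen for that fit to remove. The cause of the link between GC and level across genes was not tested. Rotation of the gene order, which keeps neighbouring genes together, called 0 letters, with 0.037 as the unadjusted p of letter G. Why letter G was not called by rotation was not tested.

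The level of letter C against the other genes was 0.05 and not called in the main values. It reversed to -0.0749 with normexp, -0.35 with processed signals, -0.43 with loess and -0.13 after the fit on probe GC. With only probes well above background it was -0.0304, again not called. The gene SAKL0E04686g changed from -3.76 to 0.74 with Cy3 alone, since its low ratio came from a bright Cy5 channel.

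Leaving out 1 replicate at a time gave a lowest correlation between 0.989 (without replicate 3 or 4) and 0.992 (without replicate 2), which rises by construction when the lowest pair is removed. The counts moved by under 1.5 times, and letter G was called each time by the Kolmogorov-Smirnov test. The gene set alternatives were not run, as no gene names were paired, and the slide could not be used as a block with 1 slide. The letters and single genes could not be recomputed from the authors' values, whose numbered identifiers match no probe column. No paired analysis was possible because the samples form 1 group. Signal over background limits the low end, where 94 genes have only a bound.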

Other observations

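The tests below that use subtraction or reassignment of the negative control signal, probe GC in the Cy5 channel, genes left out for a bright Cy5 signal or a shared probe sequence, per-letter neighbour correlations and the distance from the ends were chosen after the data were seen. The other tests were written down before their results were known.

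Genes at the ends of the identifier series were low. The first 20 and last 20 genes of each of the 8 letters (320 genes) had a median level of -1.08 on the log2 scale relative to the other 4999 genes (two-sided permutation p = 0.0001, the smallest that 10000 resamples can give), and the difference was -1.06 ± 0.05 (SD, n = 4) over arrays. The 320 genes form 16 groups of neighbours, which are not independent, so the permutation p-values for end genes may overstate the evidence. Of the 16 end groups 15 had a median below the median gene, the exception being the last 20 genes of letter G at 0.05. The drop was steepest at the very ends, with a median of -2.83 for the first and last 5 genes and -1.22 for places 6 to 10. Further in the medians went both ways, with -0.21 for places 11 to 20, 0.38 for places 21 to 30, -0.26 for places 31 to 40 and 0.04 beyond place 100, and no test by distance was run. Of the end genes 50.3% were called below the median gene, against 24.7% of the others. A bright reference argues little here. Cy3 alone differed by -0.83 at the ends (permutation p = 0.0001, the smallest possible), while Cy5 was higher by 0.09 (permutation p = 0.0155), far less than the ratio fell. Median probe GC was 40.9% in both sets, and the difference stayed at -1.02 after a fit on probe GC and at -0.96 without the genes that were bright in Cy5. Only 57.5% of end genes had both probes well above background on all arrays, against 81.2% of the others, so their levels are bounded by background and the drop may be understated. If the numbers run along chromosomes, a candidate explanation is low transcription near chromosome ends. Mismatches between the probes and the strain's sequence would lower Cy5 at the ends as well, and Cy5 was not lower there.

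Levels of consecutive genes within a letter resembled each other weakly. The Spearman correlation over neighbouring genes was 0.0981, above all of 10000 permuted orders within letters, whose highest value was 0.0602 (permutation p = 0.0001, the smallest possible). It was at least 0.0950 on each of the 4 arrays. Low genes at the ends were not the whole cause, since 0.0703 remained without the first and last 20 genes of each letter, against a highest permuted value of 0.0541. Probe GC was not the cause either, as 0.0970 remained after a fit on it. Without the 27 genes that share a probe sequence the value was 0.0975. Probes of consecutive genes were not placed close together, at a median distance of 57.1 spots on the array against 57.7 for random genes. By letter the correlation ran from 0.0305 for G to 0.152 for A. Shared expression of neighbours may underlie this, as a hypothesis. Cy5 alone gave 0.0925, and 0.0424 after a fit on probe GC, so part of the resemblance may enter through the reference channel, but Cy3 alone gave 0.101.

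Genes with a bright genomic DNA channel fell in pairs of probes. By their mean over arrays 402 probes were more than 2-fold above the median Cy5 signal, and for 72 genes both probes were, where random pairing of the probes would give 7.60 and gave at most 20 in 10000 permutations. Probe GC raises Cy5, and 27 of the 72 genes belonged to letter C. After a fit of Cy5 on probe GC, 57 genes still had both probes bright, against 3.95 by chance pairing and at most 14 in the permutations. Of 27 genes with a probe sequence shared with another gene, 11 (40.7%) were bright with both probes, against 61 of the 5292 others (1.15%; Fisher's exact test, two-sided p = 1.4e-14). Over all genes the Cy5 signals of the 2 probes of a gene correlated at 0.586 ± 0.006 (SD, n = 4), and random pairing breaks this link. The excess of bright pairs alone therefore does not single out extra copies. More than 1 copy of the sequence in the genome is a candidate explanation for many of the 72 genes. The brightest was 45.7 times the median gene. Where a gene has more than 1 copy, the ratio gives RNA per copy and not per gene. Of the 72 genes, 35 were called below and 29 above the median gene, and 7 of the 54 genes in the lowest 1% were among them, while they are 1.35% of all genes. Without a genome the copies could not be counted.

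The lower limit of the levels followed the Cy3 signal of the negative control spots. The distance from the 5th to the 95th percentile had an SD over arrays of 0.252 with local background, and 0.127 after the median of the negative control spots was subtracted on each array, while its mean rose from 6.36 to 7.17. Of the 24 ways to assign the 4 negative control values to the arrays, 2 gave an SD as small (exact one-sided p = 0.0833). Replicates 1 and 4 had nearly equal values, so exchanging them changes little and the test could hardly give a smaller p. After the subtraction replicates 2 and 3 still had the narrowest ranges, at 7.01 and 7.13, against 7.30 and 7.23 on replicates 1 and 4. Higher unspecific Cy3 signal on replicates 2 and 3 may account for part of their narrower range, and no biological explanation was tested.

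Cy5 was higher for probes with the brightest Cy3. For the top 1% of probes by Cy3 the median Cy5 signal was 1.93 ± 0.11 (SD, n = 4) times that of the middle of the distribution, and 1.77 ± 0.08 after a fit on probe GC. If Cy3 light leaked into Cy5, the rise in Cy5 would be a fixed share of the rise in Cy3. It was 3.97% ± 0.45 (SD, n = 4) for the top 1% and 3.82% ± 0.37 (SD, n = 4) for probes from the 98th to the 99th percentile. For probes from the 90th to the 95th percentile it was 11.1% ± 1.5 (SD, n = 4), so a fixed leak cannot account for the whole series. Probes of 1 gene also varied together in both channels, with a Spearman correlation of differences between probes of 0.501 ± 0.022 for middle genes and 0.664 ± 0.068 for top genes (SD, n = 4 each). For the top 1% a fixed leak of up to 3.82%, the smallest mean share, and shared binding strength of the probes cannot be told apart. Both raise Cy5 with Cy3. A leak could make the highest ratios too low, while binding strength shared by both channels would cancel in the ratio.

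Probe GC shifted within letter C. A single change point placed the first 459 genes of the letter at a mean probe GC of 45.1% and the last 126 at 40.6%, and accounted for 18.6% of the variance of probe GC among its genes, more than the 0.335 to 3.67% that a change point gave in the other letters. Expression did not go with it in the ratio. The first run lay at -0.0622 relative to the rest of letter C (two-sided permutation p = 0.664), and over arrays the difference was 0.0023 ± 0.0641 (SD, n = 4). Both channels alone were higher in the first run, Cy3 by 0.39 (permutation p = 0.0529) and Cy5 by 0.33 (permutation p = 0.0001, the smallest possible). The genes of a run are neighbours and not independent, so these p-values may overstate the evidence. Probe GC was no more able to account for the higher level of letter G, which was 0.16 after a fit on probe GC. Letter G then stayed past the threshold of the Kolmogorov-Smirnov test (adjusted p = 0.00186), within a range of adjusted p from 0.000422 to 0.348 over the alternatives. That test takes genes as independent. Against rotations of the identifier order letter G was not called in the main values (adjusted p = 0.296). No rotation was run after the fit on probe GC.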
